A study of Homo sapiens with 12 samples. Its data were reported in "FOXO target gene CTDSP2 regulates cell cycle progression through Ras and p21Cip1/Waf1" (2015).

How the data were processed

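Gene expression was measured on 12 dual-channel Agilent Human V2 arrays. Each array carried labelled RNA of 1 sample beside labelled RNA of a common reference, which was untransduced U2OS cells without doxycycline. The 3 groups of 4 arrays were U2OS cells with an inducible wild-type CTDSP2 construct, U2OS cells with an inducible phosphatase-dead construct (CTDSP2pd), and untransduced U2OS cells, all given 1 µg/ml doxycycline for 48 h. The labels call the 4 arrays of a group biological replicates, without saying how the cultures were separated. The p-values therefore describe only the spread between these samples within groups, estimated over all 12 arrays in 1 fit. Per the labels, RNA was amplified with T7 polymerase, control RNA was added before amplification, and the sample carried Cy3 on replicates 1 and 3 and Cy5 on replicates 2 and 4 of every group.

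The authors deposited 3 kinds of values. The scanner files held foreground and local background intensity for each spot and channel, with no normalization. Which channel was which dye was not named in them and was read from their correlation with the normalized files, which was at least 0.999 for the matching dye. The files of normalized signals held intensity for Cy5 and Cy3 after a normalization by the authors whose method and software are not given in the sources used here. The value table of the series held log2 ratios of sample over reference that the authors derived from those normalized signals, with the sign turned on arrays with the sample in Cy3, since the largest difference between both was 5e-06. Its scale and direction are therefore known. The median of its columns lay between -0.00721 and 0.0169, and how the authors centred the values is not given in the sources used here.

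The scanner intensities were the starting point. Background was corrected with the normexp model and an offset of 50, in limma 3.58.1 under R 4.3.3. Ratios were normalized within each array by loess, with weight 0 for the 2102 control spots among 45220 spots. Ratios were taken as sample over reference on the log2 scale, so that a positive value means higher in the sample. Spots of 1 probe were averaged, which left 35126 probes: 34127 were spotted once and 999 were spotted 9 times. The files gave 1 gene symbol for 25710 probes, several symbols for 0 and none for 9416. Symbols are those of the array design and some are old. A probe was kept if, in either channel, its signal exceeded local background by 2 background SDs or was over 1.5 times background on at least 4 of the 12 arrays. This removed few probes, since 35073 passed. The brightest probe stood for a gene, and 18554 genes were tested, 5579 of them with more than 1 probe.

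Differences were tested with lmFit and eBayes of limma in 1 fit over all 12 arrays, with a mean for each group and a gene-specific dye term. The fit had 8 residual degrees of freedom and 3.11 prior degrees of freedom. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The 3 comparisons between groups were CTDSP2 against U2OS, CTDSP2pd against U2OS and CTDSP2 against CTDSP2pd. The last is the test of the difference between the first 2. U2OS cells given doxycycline were also tested against the untreated reference. That reference stands for 1 control sample, and its own spread is left out. Adjusted p-values in the text are from limma unless another test is named. A log2 change is followed by its standard error.

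The groups share replicate numbers, and deviations from the group means of arrays with the same number correlated with r of 0.220 to 0.695 over 12 pairs. The number contains the dye, and other pairs of the same dye gave 0.142 to 0.565. With the dye effect over all groups removed, the same number gave -0.224 to 0.230 and other pairs of the same dye gave -0.491 to -0.00401. Then 0 of 12 arrays correlated best with an array of their own number. Within 1 dye orientation, the difference between the 2 arrays of a group correlated between groups with r of -0.0333 to 0.259, over 0.1 in 5 of 6 cases. Evidence for pairing beyond the dye was thus mixed. As r exceeded 0.1 in every pair before the dye was removed, arrays were taken as paired by number, which the labels do not state. Other pairs of the same dye exceeded 0.1 too, so this does not separate pairing from the shared dye. The main tests hold the dye term and not the pairing. A fit with the number as a block in place of the dye term is given where it changes a call.

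The genes named in the text follow a rule set before the data were examined, except PTGER1 and LBH, which are named only for changing alike in both lines. The rule takes the CTDSP family genes, 6 genes of the G1-to-S transition that the study names, the 10 genes with the largest rise and the 10 with the largest fall among called genes whose arrays did not overlap between groups (in the doxycycline comparison, whose 4 ratios had 1 sign), and up to 3 called members of each gene list with the largest change. The design, the gene lists and most alternatives were also fixed before the data were examined. The 21 lists covered G1/S regulators, DNA replication, G2/M and mitosis, replication-dependent histones, p53, ERK, NF-kB, TGF-beta/SMAD and FOXO target genes, REST-repressed neuronal genes, interferon-stimulated genes, ATF4 and amino acid response, the unfolded protein response, cholesterol biosynthesis, hypoxia and glycolysis, oxidative phosphorylation, mitochondrially encoded genes, cytosolic ribosomal proteins, extracellular matrix and osteoblast genes, and markers of epithelial and haematopoietic cells. The list of mitochondrially encoded genes had 1 measured member and was not tested. The other 20 were tested with the two-sided camera test of limma with a preset correlation of 0.01 between genes, adjusted over the 20 lists of a comparison. The test was repeated with a correlation estimated from the data. Members past the threshold were counted over all genes tested and adjusted over the list alone.

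Before use, the fit and the list test were tried on simulated log2 ratios of 18566 genes, in which genes were changed by known amounts. Background correction, normalization and the filter on dim probes were not covered. For CTDSP2 against U2OS, 67, 67 and 66 genes were changed 1.5-fold, 2-fold and 4-fold, far fewer than were called in the data. For CTDSP2 against U2OS, 92.54% of the genes changed 1.5-fold were recovered, 98.51% of those changed 2-fold and 98.48% of those changed 4-fold, and 8 of 201 calls were false. For CTDSP2pd against U2OS the shares were 97.01%, 98.51% and 100%, with 11 false calls of 208. For CTDSP2 against CTDSP2pd they were 92.54%, 95.52% and 100%, and 19 of 211 calls were false. For doxycycline they were 98.51%, 100% and 98.48%, with 12 false calls of 210. In simulated lists for CTDSP2 against U2OS, 5 of 5 shifted lists and 0 of 15 others were called. The noise was drawn independently for each gene, so this could not show false list calls that come from correlation between genes.

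The number of arrays limits the precision. Median signal was 7.21 to 13.65 times background in Cy5 and 7.216 to 14.11 times in Cy3, between 95.1% and 99.6% of probes were detected in the sample channel, and 34 to 83 spots were saturated in Cy5 and 0 to 3 in Cy3. Saturated spots were kept.

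The alternatives were another background correction or none, median centring, the deposited normalized ratios, other filters on dim probes, the mean of all probes of a gene, no dye term, the replicate number as a block, array weights, eBayes with trend and robust, an unmoderated test, only the groups compared, each dye orientation alone, a 1.5-fold minimum and leaving out each array in turn. A filter on signal of at least 3 times background, a test of all probes, named or not, and a split of the U2OS arrays for the overlap of calls were chosen after the data were seen. Tables and figures were made with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.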

Results

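Which transcripts change when CTDSP2, a small C-terminal domain phosphatase, is induced in the human osteosarcoma line U2OS, and which of these changes also follow a mutant without phosphatase activity (CTDSP2pd), was asked on microarrays. The 12 arrays held 4 samples of each line and 4 of untransduced U2OS cells, all given 1 µg/ml doxycycline for 48 h, and each sample was hybridised against RNA of untreated U2OS cells. The sample carried Cy5 on 2 arrays and Cy3 on 2 arrays of every group. Over 18554 genes, log2 ratios of a pair of arrays of a group correlated with r of 0.874 to 0.946 in CTDSP2 and 0.628 to 0.875 in CTDSP2pd. In untransduced cells, whose ratios lie close to 0, r ranged from -0.426 between arrays of opposite dye to 0.455 between arrays of the same dye, and every main test held a gene-specific dye term. Median signal was at least 7.21 times background on every array.

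The induced transcript was examined first, on both CTDSP2 probes of the array. Probe HSAE022612 rose in both lines. Its mean log2 ratio to the reference was 2.44 ± 0.23 in CTDSP2, 2.00 ± 0.30 in CTDSP2pd and -0.02 ± 0.07 in untransduced cells (SD, n = 4 each). Against untransduced cells it was 5.50-fold higher in CTDSP2 (adjusted p = 1.50e-07) and 4.05-fold higher in CTDSP2pd (adjusted p = 4.83e-06). Probe HSAE011002 moved the opposite way, with mean log2 ratios of -1.71 ± 0.06, -0.80 ± 0.19 and -0.15 ± 0.10 in the same order. It is the brighter of the pair and stood for the gene, so that CTDSP2 was called lower in CTDSP2 (-1.56 ± 0.08, adjusted p = 8.36e-08) and in CTDSP2pd (-0.65 ± 0.08, adjusted p = 0.000195), whereas the mean of both probes was higher (0.45 and 0.69). HSAE022612 was also higher in CTDSP2 than in CTDSP2pd, by 0.44 ± 0.14 (adjusted p = 0.0339). That call was lost when any of CTDSP2 replicates 2 and 3, CTDSP2pd replicates 1, 2 and 4 or U2OS replicate 4 was left out, with differences of 0.30 to 0.47 and adjusted p of 0.0514 to 0.112. Probe positions are not given in the sources used here, so which part of the transcript each probe reads is open.

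Other phosphatases of the family changed too. CTDSPL fell by 0.92 on the log2 scale in CTDSP2 (SE 0.07, adjusted p = 1.22e-06) and CTDSPL2 fell by 0.79 (SE 0.08, adjusted p = 7.60e-06), with changes of -0.55 ± 0.07 and -0.42 ± 0.08 in CTDSP2pd (adjusted p = 0.000181 and 0.00200, the latter lost on arrays with the sample in Cy3, at 0.0925). CTDP1 did not pass the test in either line (-0.32 ± 0.20 and -0.10 ± 0.20), but passed in CTDSP2 with the replicate number as a block (adjusted p = 0.0416). Its other probe, HSAE000055, changed by -0.0005 ± 0.06 in CTDSP2 (adjusted p = 0.996 over probes) and 0.03 ± 0.06 in CTDSP2pd. In CTDSP2pd both CTDSP1 probes fell, HSAE016745, which stood for the gene, with a change of -0.58 ± 0.08 (adjusted p = 0.000230) and HSAE005578 with -0.31 ± 0.08 (adjusted p = 0.0205 over probes). Between the lines they were called in opposite directions (0.65 ± 0.08 and -0.74 ± 0.08). In CTDSP2 the first differed from untransduced cells by 0.06 ± 0.08 (adjusted p = 0.557) and the second by -1.05 ± 0.08.

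**Figure D1:**
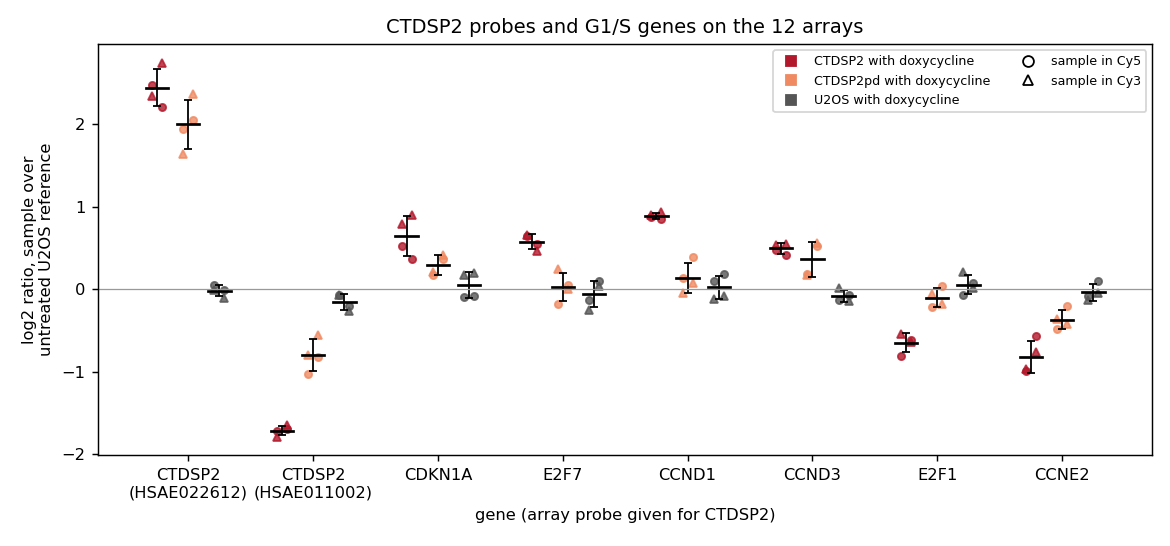
Log2 ratios of sample over untreated reference (vertical axis) on each of the 12 arrays for both CTDSP2 probes and 6 genes of the G1-to-S transition, in CTDSP2, CTDSP2pd and untransduced U2OS cells, all with doxycycline; circles are arrays with the sample in Cy5, triangles those with the sample in Cy3, and bars give mean ± SD (n = 4). The CTDSP2 probes lie on opposite sides of 0, at means of 2.44 and -1.71 in CTDSP2.

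Doxycycline is the inducer, and untransduced cells given it were set against the untreated reference. As the reference stands for 1 control sample, a peculiarity of that sample cannot be told apart from an effect of doxycycline. Histone H4 genes rose most, with HIST1H4C at 0.50 ± 0.04 (n = 4, adjusted p = 0.00108), HIST1H4B at 0.47 ± 0.04 (adjusted p = 0.00126) and HIST1H4L at 0.45 ± 0.04 (adjusted p = 0.00257). These genes are near-identical in sequence, so which of them the probes read is uncertain. The same holds in the other comparisons, so the histone counts are not counts of separate genes. TPR, a nuclear pore protein, rose by 0.32 ± 0.03 (adjusted p = 0.00126), and CPSF4L fell by 0.68 (SE 0.10, adjusted p = 0.0422). Against U2OS, CPSF4L rose in both lines, by 4.56 in CTDSP2 and 4.39 in CTDSP2pd, and its low value here is taken up below. Of CPSF4L, HIST1H4L, HIST1H4D, HIST1H4A, SMN1, TXNDC5 and TSC1, with 2 probes each, 1 probe was called. In all, 13 of 18554 genes passed, 7 higher and 6 lower, and 1321 had an unadjusted p under 0.05. None of the 6 G1-to-S genes passed, with changes from -0.09 for CCND3 to 0.06 for E2F1.

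Of 55 measured replication-dependent histone genes 5 rose and 0 fell (6 and 0 adjusted over the list alone; camera adjusted p = 0.000184, but adjusted p = 0.540 with an estimated correlation). Of 44 ATF4 and amino acid response genes 0 rose and 0 fell (8 and 0 adjusted over the list alone), with a median of 0.11 (camera adjusted p = 1.19e-14, but adjusted p = 0.382 with an estimated correlation), or 0.18 with median centring. Lists of G1/S (median -0.02, camera adjusted p = 0.0350), FOXO (-0.03, 0.00269), NF-kB (-0.03, 0.0384) and cholesterol genes (-0.03, 0.0271) were called lower, and those of hypoxia (0.02, 0.0231) and matrix genes (0.03, 0.0336) higher. With an estimated correlation none of the 8 calls held, and adjusted p was 0.543, 0.382, 0.809, 0.637, 0.382 and 0.382 for these 6. With median centring the medians of G1/S, FOXO and cholesterol genes turned positive (0.04, 0.00234 and 0.03), and those of NF-kB, hypoxia and matrix genes were -0.04, 0.09 and 0.05. With the deposited ratios the calls of G1/S (camera adjusted p = 0.06996), NF-kB (0.0501) and matrix genes (0.06996) were lost and ribosomal protein genes were called lower (0.00318), with a median of -0.05 that was 0.06 with median centring. Median, mean and test differed in sign for the DNA replication, G2/M and haematopoietic lists, none of them called. The p53 list was called with the replicate number as a block (adjusted p = 0.0334, against 0.0711 without it), with a median of -0.01 that turned to 0.04 with median centring.

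The count fell to between 4 and 8 genes when single arrays were left out (4 without U2OS replicate 3) and to 5 with the replicate number as a block, which ended the calls of CPSF4L (adjusted p = 0.0908), SMN1 (0.0890), TLK1 (0.0890), TXNDC5 (0.0533), SP3 (0.100), TSC1 (0.102), HIST1H4A (0.102) and ACSL3 (0.123). CPSF4L kept its call only without CTDSP2pd replicate 3 or 4, SMN1 without CTDSP2 replicate 2 or 3 or CTDSP2pd replicate 1 or 4, TLK1 without CTDSP2 replicate 3, CTDSP2pd replicate 2 or U2OS replicate 1, TXNDC5 without CTDSP2 replicate 2 or CTDSP2pd replicate 4, TSC1, SP3 and ACSL3 without CTDSP2 replicates 3, 4 and 2 respectively, and HIST1H4A under no such omission, with adjusted p up to 0.413 for CPSF4L and 0.492 for ACSL3. HIST1H4D was lost without U2OS replicate 3 (0.43, adjusted p = 0.0642), and with median centring only HIST1H4C was called.

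The first main comparison set the CTDSP2 line against untransduced cells. No transduced line lacking CTDSP2 was hybridised. Effects of CTDSP2 expression therefore cannot be told apart here from those of the construct or of making the line. The chemokine gene IL8 rose by 7.08 ± 0.60 on the log2 scale (135-fold, n = 4 per group, adjusted p = 2.51e-06), the chemokine genes CCL3 by 5.34 ± 0.16 (adjusted p = 2.56e-09) and CCL20 by 4.72 ± 0.24 (adjusted p = 5.93e-08), the anti-apoptotic gene BCL2A1 by 5.17 ± 0.32 (adjusted p = 2.58e-07) and EREG, a ligand of the epidermal growth factor receptor, by 4.17 ± 0.24 (adjusted p = 1.45e-07). HAPLN1, which encodes a matrix link protein, fell by 4.40 (SE 0.12, adjusted p = 1.71e-09), the collagen gene COL1A1 fell by 3.64 (SE 0.25, adjusted p = 5.39e-07) and the IGF-binding protein gene IGFBP5 fell by 3.48 (SE 0.16, adjusted p = 2.53e-08). Of 18554 genes, 8353 changed (45.02%), 3922 higher and 4431 lower, of which 961 and 1163 by at least 1.5-fold and 364 and 404 by at least 2-fold.

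Genes of the G1-to-S transition changed in both directions. The CDK inhibitor p21 Cip1/Waf1 (CDKN1A) rose by 0.60 ± 0.08 (1.51-fold, adjusted p = 9.14e-05) and the transcriptional repressor E2F7 by 0.63 ± 0.10 (1.55-fold, adjusted p = 0.000223). The activator E2F1 fell by 0.70 (SE 0.07, adjusted p = 1.43e-05) and cyclin E2 (CCNE2) fell by 0.78 (SE 0.09, adjusted p = 3.45e-05), whereas cyclin D1 (CCND1) rose by 0.86 ± 0.07 (adjusted p = 2.56e-06) and cyclin D3 (CCND3) by 0.58 ± 0.09 (adjusted p = 0.000190). Of 33 measured G1/S regulators 5 rose, 18 fell and 10 did not pass (6 and 18 adjusted over the list alone). The largest falls were those of E2F2 (-1.91 ± 0.07) and of the CDK inhibitor genes CDKN2C (-1.83 ± 0.08) and CDKN1C (-1.46 ± 0.14). The list was called lower (camera adjusted p = 0.00274, but adjusted p = 0.313 with an estimated correlation). Since the study singled out members of this list on the same arrays, its count is not independent evidence of direction.

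Genes of DNA replication and mitosis fell. Of 41 DNA replication genes 35 fell and 1 rose, also adjusted over the list alone. The thymidine kinase gene TK1 fell by 1.82 (SE 0.06), that of the helicase subunit MCM6 fell by 1.53 (SE 0.09) and GINS2 fell by 1.46 (SE 0.12), and the median of the list was -0.66 (camera adjusted p = 2.01e-13, but adjusted p = 0.125 with an estimated correlation). Of 41 genes of G2/M and mitosis 39 fell and 0 rose, also adjusted over the list alone. They included the mitotic kinesin gene KIF20A (-1.79 ± 0.09), NUSAP1 (-1.75 ± 0.07) and cyclin B2 (CCNB2; -1.61 ± 0.05), with a median of -0.85 (camera adjusted p = 1.20e-21, but adjusted p = 0.0526 with an estimated correlation). Of 55 histone genes 32 fell and 4 rose (33 and 4 over the list alone), with a median of -0.22 (camera adjusted p = 0.000121, but adjusted p = 0.313 with an estimated correlation). Of 68 ribosomal protein genes 37 fell and 3 rose, also over the list alone, with a median of -0.24 (camera adjusted p = 4.67e-05, but adjusted p = 0.367 with an estimated correlation). With the deposited ratios their median was -0.13 (camera adjusted p = 0.0245).

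Of 39 ERK pathway output genes 27 rose and 3 fell (28 and 4 adjusted over the list alone), led by EREG and the matrix metalloproteinase genes MMP3 (3.28 ± 0.28) and MMP1 (3.04 ± 0.34). Their median was 0.86 (camera adjusted p = 2.96e-11, and adjusted p = 0.0234 with an estimated correlation), and this was the only list of the comparison whose call held with that correlation. Of 42 NF-kB target genes 35 rose and 0 fell, also over the list alone, IL8, CCL20 and BCL2A1 among them, with a median of 1.06 (camera adjusted p = 3.33e-15, but adjusted p = 0.145 with an estimated correlation). Of 39 interferon-stimulated genes 28 rose and 0 fell (29 and 0 over the list alone), led by IFI44 (3.23 ± 0.12), IFIT3 (2.74 ± 0.21) and IFI27 (2.65 ± 0.26), with a median of 0.61 (camera adjusted p = 8.13e-11, but adjusted p = 0.200 with an estimated correlation). Beside these, 9 of 17 haematopoietic cell markers rose and 0 fell, also over the list alone, led by LCP1 (2.67 ± 0.14), CD68 (1.68 ± 0.18) and CD3D (0.79 ± 0.07; list camera adjusted p = 0.00111, but adjusted p = 0.313 with an estimated correlation). The genes of this list were the dimmest of any list tested (median of mean log2 intensities 7.691). The median change was 0.13, or 0.40 with plain background subtraction. The study discussed the ERK, NF-kB and p53 pathways partly from expression changes after CTDSP2 expression, so these counts are not independent evidence of direction. It also drew on other experiments, among them ERK phosphorylation, Ras activity and a MEK inhibitor for ERK, and depletion of p53. For NF-kB it reported lower p65 phosphorylation, and an IKK inhibitor did not block the rise of p21 Cip1/Waf1 mRNA.

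Of 45 p53 target genes 18 rose and 10 fell (18 and 11 over the list alone; camera adjusted p = 0.0269, but adjusted p = 0.200 with an estimated correlation). GADD45A, a DNA damage response gene, rose by 2.34 ± 0.20, the pro-apoptotic gene PMAIP1 by 1.97 ± 0.10 and CD82 by 1.85 ± 0.07. Of 28 unfolded protein response genes 12 rose and 0 fell, also over the list alone, including DNAJC3 (1.14 ± 0.15) and EDEM1 (1.09 ± 0.11; list camera adjusted p = 0.00404, but adjusted p = 0.495 with an estimated correlation). The other 9 lists were not called. The numbers higher and lower were 7 and 17 of 36 TGF-beta/SMAD target genes (camera adjusted p = 0.101), 10 and 16 of 41 FOXO target genes (0.178), 11 and 6 of 45 REST-repressed neuronal genes (0.240), 7 and 14 of 44 ATF4 and amino acid response genes (0.464) and 6 and 4 of 21 cholesterol biosynthesis genes (0.820). They were 17 and 9 of 38 hypoxia and glycolysis genes (0.0803), 9 and 20 of 53 oxidative phosphorylation genes (0.221), 6 and 14 of 32 matrix and osteoblast genes (0.117) and 4 and 4 of 20 epithelial markers (0.859). Adjusted over the list alone these were, in the same order, 7 and 17, 10 and 17, 11 and 6, 9 and 15, 6 and 4, 18 and 10, 10 and 22, 6 and 14, and 4 and 4. The epithelial list had a median and a mean of opposite sign.

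The size of the largest changes depended on background correction and probe choice, and CTDSP2 itself changed sign as given above. Calls were lost for RPL3 (highest adjusted p = 0.177), CDH1 (0.124), DDIT4 (0.114), DNAJB9 (0.0725), RPL5 (0.0711) and HMGCS1 (0.0567), each with arrays of 1 dye orientation alone, median centring or no dye term. Over the alternatives the change of IL8 ranged from 4.56 to 7.80, of BCL2A1 from 4.91 to 5.91, of EREG from 3.92 to 5.73, of CCL20 from 4.49 to 5.36, of MMP3 from 3.04 to 4.15, of CD68 from 1.35 to 2.62 and of IGFBP5 from -4.55 to -3.38.

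**Figure D2:**
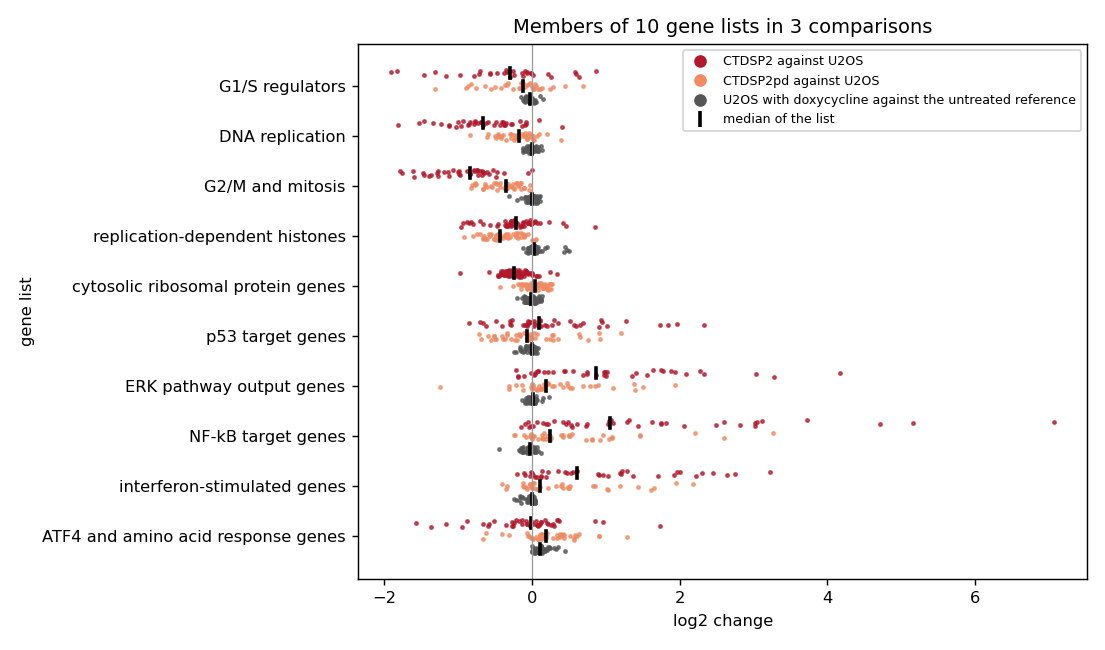
Log2 change (horizontal axis) of each measured member of 10 gene lists in CTDSP2 against U2OS, in CTDSP2pd against U2OS and in untransduced U2OS with doxycycline against the untreated reference. Each point is 1 gene and each black bar the median of a list. The median of G2/M and mitosis genes lay at -0.85 in CTDSP2 and -0.36 in CTDSP2pd.

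The line with the phosphatase-dead mutant was set against untransduced cells in the same way, with the same limit. CPSF4L rose by 4.39 ± 0.14 (n = 4 per group, adjusted p = 4.59e-08), the retinol dehydrogenase gene RDH16 by 3.81 ± 0.13 (adjusted p = 7.23e-08), the histone methyltransferase gene EHMT2 by 3.66 ± 0.13 (adjusted p = 7.69e-08) and IL8 by 3.27 ± 0.60 (adjusted p = 0.00189). HAPLN1 fell by 3.36 (SE 0.12, adjusted p = 7.67e-08), IGFBP5 fell by 3.13 (SE 0.16, adjusted p = 7.18e-07) and COL1A1 fell by 3.09 (SE 0.25, adjusted p = 1.03e-05). In all, 5079 genes changed (27.37%), 2157 higher and 2922 lower, of which 294 and 553 by at least 1.5-fold and 94 and 158 by at least 2-fold.

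Of the G1-to-S genes, CCND3 rose by 0.45 ± 0.09 (adjusted p = 0.00256), CDKN1A rose by 0.24 ± 0.08 (adjusted p = 0.0427) and CCNE2 fell by 0.33 (SE 0.09, adjusted p = 0.0215). E2F7 (0.09 ± 0.10, adjusted p = 0.570), E2F1 (-0.16 ± 0.07, adjusted p = 0.145; 0.0245 with the replicate number as a block) and CCND1 (0.11 ± 0.07, adjusted p = 0.296) did not pass. Of 33 G1/S regulators, again a list whose members the study singled out on these arrays, 3 rose and 13 fell (5 and 14 over the list alone; camera adjusted p = 0.0139, but adjusted p = 0.409 with an estimated correlation). CDKN2C fell by 1.32 (SE 0.08) and CDKN2D fell by 0.89 (SE 0.08). The call for CDKN1A was lost without any 1 of CTDSP2 replicates 1 and 2, CTDSP2pd replicates 2, 3 and 4 or U2OS replicates 1, 2, 3 and 4 (change 0.17 to 0.26, adjusted p = 0.0550 to 0.106) and with the replicate number as a block (adjusted p = 0.0514), and over all alternatives its adjusted p ranged from 0.00706 to 0.393. That for CCNE2 was lost without CTDSP2pd replicates 2 or 3 or U2OS replicates 3 or 4 (-0.32 to -0.27, adjusted p = 0.0509 to 0.0698; up to 0.238 over the alternatives), and that for CCND3 on arrays with the sample in Cy3 alone (adjusted p = 0.0770).

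Of 41 genes of G2/M and mitosis 31 fell and 0 rose (33 and 0 over the list alone), including KIF20A (-0.82 ± 0.09) and NUSAP1 (-0.81 ± 0.07), with a median of -0.36 (camera adjusted p = 5.93e-16, but adjusted p = 0.0612 with an estimated correlation). Of 55 histone genes 44 fell and 0 rose (47 and 0 over the list alone), including HIST1H1C (-0.93 ± 0.08) and HIST1H4B (-0.74 ± 0.06), with a median of -0.43 (camera adjusted p = 3.36e-18, but adjusted p = 0.0612 with an estimated correlation). Among DNA replication genes 19 of 41 fell and 2 rose (20 and 2 over the list alone; camera adjusted p = 0.000108, but adjusted p = 0.367 with an estimated correlation), and TK1 fell by 0.84 (SE 0.06).

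Of the ERK pathway output genes 20 of 39 rose and 4 fell, also over the list alone, including the phosphatase gene DUSP5 (1.39 ± 0.11) and the transcription factor gene ETV5 (1.51 ± 0.12; list camera adjusted p = 2.31e-06, but adjusted p = 0.0612 with an estimated correlation). NF-kB target genes rose in 20 of 42 cases and fell in 0 (20 and 2 over the list alone), with BCL2A1 at 2.60 ± 0.32 and CCL5 at 2.21 ± 0.17 (list camera adjusted p = 8.15e-08, but adjusted p = 0.289 with an estimated correlation). Both lists belong to pathways the study discussed. Interferon-stimulated genes rose in 15 of 39 cases and fell in 2 (17 and 4 over the list alone), with IFI44 at 2.18 ± 0.12 (list camera adjusted p = 0.000120, but adjusted p = 0.409 with an estimated correlation). Beside these, 2 of 17 haematopoietic markers rose and 1 fell, also over the list alone (camera adjusted p = 0.120).

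ATF4 and amino acid response genes rose in 21 of 44 cases and fell in 2 (23 and 3 over the list alone), including TRIB3 (1.28 ± 0.26) and CTH, an enzyme of cysteine synthesis (0.91 ± 0.19), with a median of 0.18 (camera adjusted p = 7.10e-07, but adjusted p = 0.289 with an estimated correlation). Unfolded protein response genes rose in 9 of 28 cases and fell in 0 (11 and 0 over the list alone), including EDEM1 (0.80 ± 0.11; list camera adjusted p = 0.000278, but adjusted p = 0.415 with an estimated correlation). Of 21 cholesterol biosynthesis genes 10 fell and 1 rose, also over the list alone, including the regulator INSIG1 (-0.99 ± 0.22) and squalene epoxidase (SQLE; -0.67 ± 0.11; list camera adjusted p = 0.00163, but adjusted p = 0.409 with an estimated correlation). Matrix and osteoblast genes fell in 12 of 32 cases and rose in 2, also over the list alone, with COL3A1 at -2.40 ± 0.29 (list camera adjusted p = 0.000131, but adjusted p = 0.0612 with an estimated correlation). TGF-beta/SMAD target genes fell in 14 of 36 cases and rose in 2 (15 and 4 over the list alone; camera adjusted p = 0.00274, but adjusted p = 0.152 with an estimated correlation), and FOXO target genes fell in 11 of 41 and rose in 4 (12 and 5 over the list alone; camera adjusted p = 0.0423, but adjusted p = 0.420 with an estimated correlation).

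None of the 13 called lists kept its call with an estimated correlation. The other 6 lists not yet given were not called, with 11 higher and 15 lower of 45 p53 target genes (camera adjusted p = 0.340), 8 and 6 of REST-repressed genes (0.717), 11 and 6 of hypoxia genes (0.551), 2 and 8 of oxidative phosphorylation genes (0.637), 4 and 1 of ribosomal protein genes (0.0607) and 0 and 3 of epithelial markers (0.340). Adjusted over the list alone these were 12 and 18, 8 and 6, 12 and 10, 2 and 7, 0 and 1, and 0 and 3. For the REST-repressed and hypoxia lists median, mean and test differed in sign. With the deposited ratios the ribosomal protein list (camera adjusted p = 0.00608) and the haematopoietic markers (0.0482) were called higher, but the ribosomal median was -0.02 with median centring.

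The IL8 change ranged from 1.71 with the mean of its probes, of which 1 of 2 was called, to 4.23 on arrays with the sample in Cy3. It was 2.60 without CTDSP2pd replicate 1 and its call was lost on arrays with the sample in Cy5 alone (2.30, adjusted p = 0.0659), as were those of TRIB3 (adjusted p = 0.0733), CTH (0.116) and SQLE (0.0601), and that of INSIG1 on arrays with the sample in Cy3 (0.0956), each the highest adjusted p of any alternative. With the mean of its 2 probes, of which 1 was called, CPSF4L changed by 2.13, and with plain background subtraction BCL2A1 changed by 3.82 and IGFBP5 by -4.11.

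The direct comparison tested which genes differed between the lines with the active and the inactive phosphatase. Phosphatase activity cannot be told apart here from other differences between the lines. The level of the construct may be among these, as HSAE022612 was higher in CTDSP2 by 0.44 ± 0.14 (adjusted p = 0.0339). As given above, that call was lost without some single arrays. EREG was 4.08 ± 0.24 higher in CTDSP2 than in CTDSP2pd (16.9-fold, n = 4 per group, adjusted p = 6.84e-07). IL8 (3.81 ± 0.60, adjusted p = 0.000558), CCL3 (3.44 ± 0.16, adjusted p = 1.86e-07), the metalloproteinase gene MMP10 (3.38 ± 0.24, adjusted p = 2.23e-06) and the calcium-binding protein gene S100A2 (3.18 ± 0.11, adjusted p = 2.34e-08) were also higher. Lower in CTDSP2 were PLAC8 (-2.10 ± 0.14, adjusted p = 1.80e-06, on 1 of its 2 probes), the matrix protein gene TGFBI (-1.84 ± 0.25, adjusted p = 0.000176) and the adhesion gene AMIGO2 (-1.71 ± 0.09, adjusted p = 2.76e-07). Of 18554 genes, 5917 differed (31.89%), 2958 higher and 2959 lower, of which 580 and 431 by at least 1.5-fold and 215 and 66 by at least 2-fold.

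Differences were called for 5 of the 6 G1-to-S genes. CCND1 was higher by 0.75 ± 0.07 (adjusted p = 2.07e-05), E2F7 by 0.55 ± 0.10 (adjusted p = 0.00118) and CDKN1A by 0.35 ± 0.08 (adjusted p = 0.00585), while E2F1 (-0.54 ± 0.07, adjusted p = 0.000224) and CCNE2 (-0.45 ± 0.09, adjusted p = 0.00315) were lower. The other CCNE2 probe, HSAE019206, did not pass between the lines (-0.28 ± 0.11, adjusted p = 0.0909 over probes). CCND3 differed by 0.13 ± 0.09 (adjusted p = 0.285). Of 33 G1/S regulators, a list not independent of the study, 5 were higher and 16 lower (5 and 18 over the list alone; camera adjusted p = 0.0143, but adjusted p = 0.373 with an estimated correlation). On arrays with the sample in Cy5 alone the calls of CDKN1A (0.17, adjusted p = 0.277) and CCNE2 (adjusted p = 0.145) were lost, as was that of E2F7 on those with the sample in Cy3 (adjusted p = 0.0633) and that of CCNE2 with median centring (adjusted p = 0.258).

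Genes of G2/M and mitosis were lower in 39 of 41 cases and higher in 1, also over the list alone, with CCNB2 at -1.06 ± 0.05 and the phosphatase gene CDC25C at -0.97 ± 0.06, and a median of -0.53 (camera adjusted p = 1.73e-20, and adjusted p = 0.0408 with an estimated correlation). DNA replication genes were lower in 33 of 41 cases and higher in 2 (35 and 2 over the list alone), with TK1 at -0.98 ± 0.06 (list camera adjusted p = 9.20e-15, but adjusted p = 0.0724 with an estimated correlation). p53 target genes were higher in 24 of 45 cases and lower in 3, also over the list alone, with CD82 at 1.56 ± 0.07 and PMAIP1 at 1.05 ± 0.10 (camera adjusted p = 4.61e-06, and adjusted p = 0.0408 with an estimated correlation). ERK pathway output genes were higher in 23 of 39 cases and lower in 4 (23 and 5 over the list alone), with MMP1 at 2.91 ± 0.34 (camera adjusted p = 1.33e-07, and adjusted p = 0.0408 with an estimated correlation). NF-kB target genes were higher in 30 of 42 cases and lower in 0 (31 and 0 over the list alone), with CCL2 at 2.78 ± 0.13 (list camera adjusted p = 3.72e-14, but adjusted p = 0.138 with an estimated correlation). The p53, ERK and NF-kB pathways are among those the study discussed. Interferon-stimulated genes were higher in 25 of 39 cases and lower in 0 (30 and 0 over the list alone), with SAMD9L at 1.64 ± 0.12 (list camera adjusted p = 1.83e-10, but adjusted p = 0.182 with an estimated correlation). Beside these, 8 of 17 haematopoietic markers were higher and 0 lower, also over the list alone, with LCP1 at 2.04 ± 0.14 (list camera adjusted p = 0.000958, but adjusted p = 0.305 with an estimated correlation). The median of this dim list was 0.07, or 0.12 with plain background subtraction and 0.175 with median centring. Ribosomal protein, ATF4, histone, cholesterol and neuronal lists, also called but none of them with an estimated correlation, are described among the other observations.

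Not called were the lists of TGF-beta/SMAD (10 higher and 8 lower, camera adjusted p = 0.942), FOXO (10 and 13, 0.995), unfolded protein response (5 and 3, 0.727), hypoxia (12 and 7, 0.273), oxidative phosphorylation (11 and 15, 0.306), matrix (8 and 7, 0.693) and epithelial genes (3 and 3, 0.729). Adjusted over the list alone these were 10 and 8, 10 and 15, 5 and 3, 12 and 9, 11 and 15, 9 and 8, and 3 and 3. Median, mean and test differed in sign for the TGF-beta/SMAD, FOXO, unfolded protein response and matrix lists. IL8 differed by 4.47 without CTDSP2pd replicate 1 and ranged from 2.65 to 4.98 over the alternatives, EREG from 3.85 to 5.47, MMP10 from 3.13 to 4.25 and PLAC8 from -2.36 to -1.03.

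Changes in both lines were then set against each other. Of the genes called in both, 1577 were higher in each (456 for independent lists) and 2183 lower in each (697.8), while 127 were higher in CTDSP2 and lower in CTDSP2pd (617.7) and 72 the reverse (515.1). The numbers for independent lists leave out that both comparisons share the U2OS arrays. In 100 simulations of unchanged groups sharing them 0 genes were called in both. At most 2 genes were called there in CTDSP2 and 1 in CTDSP2pd, so this 0 gives no expected overlap for lists of the observed length. With U2OS arrays split between the comparisons, in either of 2 ways, 1050 and 1042 genes were higher in each line (258.3 and 252.4 for independent lists) and 1521 and 1468 lower in each (427.1 and 400.1). Of the 3760 that changed the same way, the change was larger in CTDSP2 with a difference called for 1517 and larger in CTDSP2pd for 140, and for 2103 no difference was called. With these 1517 counted, 4594 genes changed in CTDSP2 and differed from CTDSP2pd in the same direction, and 2878 of them were not called in CTDSP2pd. Across genes, which are not independent replicates, the log2 changes correlated with r = 0.738 (rho = 0.653), against a mean r of 0.501 in 100 simulations of unchanged groups sharing the U2OS arrays. Their covariance was 0.0963, against 0.00349 in the simulations, a difference of 0.0928. With U2OS arrays split between the comparisons r was 0.704 and 0.698, and within dye orientations it was 0.699 in Cy5 and 0.730 in Cy3. The same sign was found for 73.41% of genes (66.63% in the simulations).

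**Figure D3:**
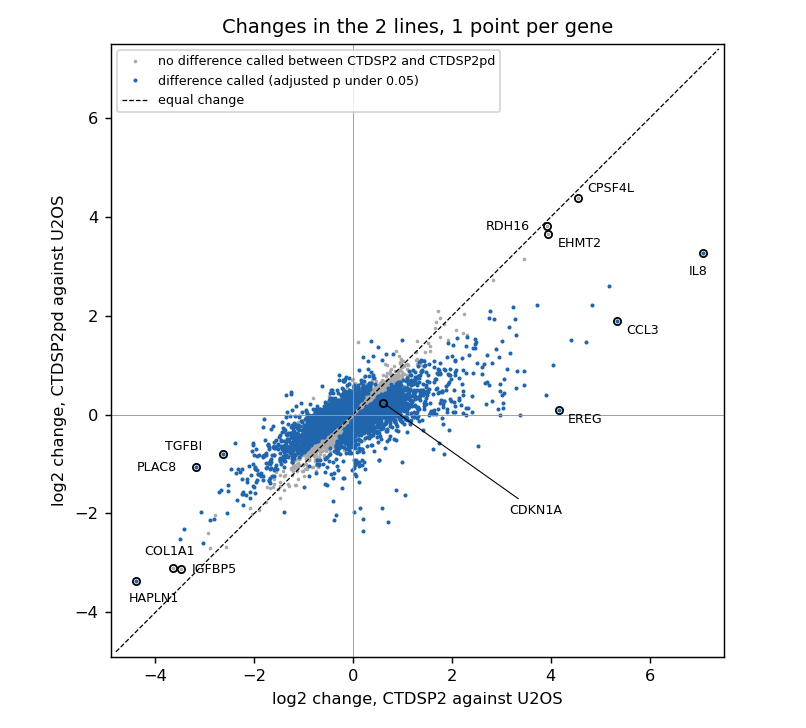
Log2 change of each gene against U2OS in CTDSP2 (horizontal axis) and in CTDSP2pd (vertical axis), with genes whose difference between the lines was called in blue and equal change as a dashed line. IL8 lies at 7.08 in CTDSP2 and 3.27 in CTDSP2pd, and CPSF4L at 4.56 and 4.39.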

Values the study reported

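From these arrays the study reported, in cells expressing CTDSP2, cyclin E2 as 1.77-fold lower, E2F1 as 1.74-fold lower, p21 Cip1/Waf1 as 1.64-fold higher and E2F7 as 1.88-fold higher.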

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

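The tests of the opposed CTDSP2 probes, and for the genes raised alike those of doxycycline, of the construct and of a trace of induced RNA, were chosen only after the result was seen. Changes against U2OS differed between CTDSP2 and CTDSP2pd for 5917 genes by the direct test, and 199 genes changed in opposite directions, with a difference called for each of them. Among these 199, which rose in 1 line and fell in the other, were the osteopontin gene SPP1, with a difference of 2.64 ± 0.12 between the lines, S100A2 (3.18 ± 0.11), ID2, an inhibitor of DNA binding (1.18 ± 0.06), and AMIGO2 (-1.71 ± 0.09). Regrouping the 8 arrays of a comparison in all 35 ways, only the real grouping (1 of 35 each time) gave as many called genes. Groupings that mix the compared groups carry the difference between them in their spread, so low counts were likely there. Of the 8 groupings that, like the real one, put the arrays of each replicate number in different groups, the other 7 called 0 genes in each comparison. With arrays taken as paired only these 8 count. As 1 of 8 is the smallest share possible, chance in the grouping cannot be excluded this way. Real counts were 8353 for CTDSP2 against U2OS, 5079 for CTDSP2pd against U2OS and 5917 between the lines, and the highest count of any other grouping was 0, 0 and 5 by limma.

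Probes without a gene name were left out of the gene counts. Of 9391 such probes, 2919 changed in CTDSP2 (31.08%), 1561 in CTDSP2pd and 2016 between the lines. Between untransduced cells with doxycycline and the untreated reference 5 changed. HSAE019167 rose most in both lines, by 5.62 and 5.28, and was 0.90 lower than the reference in untransduced cells (change of -0.90).

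Opposite movement of the CTDSP2 probes was weighed first. A gene-specific dye bias alike in all groups cancels between arrays of 1 dye orientation. The fall of HSAE011002 in either (-1.55 with the sample in Cy3 and -1.57 in Cy5) therefore could not test it. In the ratio to the reference such a bias would turn sign between orientations. HSAE011002 lay at -1.785 to -1.65 on the 4 CTDSP2 arrays and HSAE022612 at 2.209 to 2.746, which argues against dye bias as the source. Opposed probes occurred in 296 of 1528 genes with at least 2 called probes (19.37%), counting opposed calls of any size. How often probes oppose as strongly as these (2.46 and -1.56 in CTDSP2 against U2OS) was not counted. Whether what makes opposed pairs common applies here stays open. HSAE011002 may read endogenous CTDSP2 transcript that the construct lacks, and was lower in CTDSP2 than in CTDSP2pd (-0.91), but without probe sequences this cannot be told apart from a probe that reads another transcript.

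Genes raised at least 4-fold and alike in both lines, within 0.5 on the log2 scale, were CPSF4L, of which a second probe was called lower in CTDSP2, EHMT2, RDH16, FAM50B, C5orf39 and PTGER1, and 5 were lowered alike by the same rule (BHLHE41, CXCR7, IGFBP5, LBH and MMP7). Doxycycline alone is argued against, since untransduced cells were given it too and the raised genes had a median of -0.29 there against the untreated reference (range -0.68 to -0.06). A dye bias alike in all groups cancels in changes against U2OS arrays of the same dye orientation. It therefore cannot give the rise, and the median rise of at least 3.185 in each line and orientation does not test it. A trace of RNA of the induced CTDSP2 line in the common reference would cancel in changes against U2OS. It could bear only on the low values of the raised genes in untransduced cells, not on their rise. For those values it is argued against by 8 genes raised at least 16-fold in CTDSP2 and at least 2-fold above CTDSP2pd. Their median in untransduced cells was -0.11, where the share of 2.254% taken from the genes raised alike (CPSF4L at -0.68) would give -0.67. A trace of the CTDSP2pd line was not tested. Sequence of the construct or the making of the lines may be the source, and without a transduced line lacking CTDSP2 it cannot be told apart from an effect of the protein that needs no phosphatase activity; that 0 of the 6 genes differed between the lines by limma largely follows from how they were chosen.

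Changes in 45.02% of genes in CTDSP2, in both directions, could follow a change in messenger RNA per total RNA that scaling within arrays removes. Bright control spots differed between CTDSP2 and U2OS by a median of -0.03 (-0.02815, SE 0.0308, 71 spots), inside the bound set for excluding this before the result was seen. That bound was wrong, because control identifiers went both ways, by -0.217 to 0.319, and a median near 0 over them decides nothing. What RNA the spots bind is not given in the sources used here, so the question stays open, as does the expression of an active phosphatase, which the design names and which was not tested apart from the lines.

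Single arrays stood apart from the other 3 of their group in 18 of 425 groups of values examined, and chance gives about 1 in 20. Log2 ratios to the reference did so in CTDSP2 for CNTNAP2 (-3.78 on replicate 2, others -3.51 to -3.46), TGFBI (-3.60 on replicate 1, others -2.64 to -2.48) and IGFBP7 (-1.35 on replicate 3, others -1.93 to -1.86). In CTDSP2pd they did for TRIB1 (0.61 on replicate 2, others 0.08 to 0.15), SCG5 (1.46 on replicate 4, others 1.90 to 1.98), IFI44 (1.39 on replicate 1, others 2.09 to 2.17) and IGFBP7 (0.67 on replicate 3, others -0.25 to -0.19). In U2OS they did for EDIL3 (0.45 on replicate 3, others 0.04 to 0.08), STMN2 (0.13 on replicate 1, others -0.16 to -0.12), DNAJB9 (0.37 on replicate 3, others -0.24 to -0.16), BNIP3L (-0.00825 on replicate 3, others -0.15 to -0.13), FAM50B (-0.36 on replicate 2, others -0.30 to -0.29), CCL5 (-0.20 on replicate 3, others -0.0016 to 0.02), DUSP5 (0.25 on replicate 4, others -0.06 to -0.05) and ATP5A1 (0.10 on replicate 2, others 0.02 to 0.03). Median Cy5 background was 25 on CTDSP2 replicate 4 (others 24), median Cy3 background 19 on CTDSP2pd replicate 3 (others 18), and U2OS replicate 4 had 1 saturated Cy3 spot (others 0). Each gene kept the calls named for it without the array concerned, and for TGFBI the difference between lines was -1.64 then.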

How the results depend on the processing

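The filter on signal of at least 3 times background, the test of all probes and the split of U2OS arrays for the overlap of calls were chosen only after the result was seen. Of 271 results for named genes, 252 passed the threshold and 182 of these kept direction and side of the threshold under every alternative, while 10 of the 271 changed sign under any. Under median centring 4014 genes changed in CTDSP2, 1392 in CTDSP2pd, 1974 between the lines and 1 with doxycycline. Of those between the lines 64.24% were higher against 49.99% in the main analysis, and in CTDSP2pd 34.77% against 42.47%. The cause was not tested. Other scalings gave counts within 1.5 times, 8630, 5233, 6308 and 18 with the deposited ratios, and each moved the median of all genes by under 0.03.

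With fewer arrays, those with the sample in Cy5 alone gave 4809, 2597 and 2676 genes and those with it in Cy3 gave 2513 in CTDSP2pd and 3922 between the lines. By construction counts were lower with a 1.5-fold minimum (2124, 847, 1011 and 1) and higher over all probes (13968, 8013, 9734 and 20). With doxycycline the count was 7 with the mean of probes, 5 without a dye term, 5 with the replicate number as a block, 104 with array weights (33 higher, 71 lower), and 3 in an unmoderated test (1249 at an unadjusted p under 0.05). The cause was not tested. Leaving out single arrays gave 7451 to 8551 genes in CTDSP2, 4019 to 5132 in CTDSP2pd, 5137 to 5894 between the lines and 4 (without U2OS replicate 3) to 8 with doxycycline (without CTDSP2 replicate 2, 3 or 4 or CTDSP2pd replicate 4).

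With the replicate number as a block 8383, 5217 and 6042 genes were called in the comparisons between groups. RPL27 in CTDSP2pd lost its call (adjusted p = 0.0571), and beside the calls given in the report for CTDP1, CDKN1A, E2F1, the doxycycline genes and the p53 list, the block changed no other call of a named gene or list.

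Of the called lists, 1 of 11 in CTDSP2, 0 of 13 in CTDSP2pd, 3 of 13 between the lines and 0 of 8 with doxycycline were called with an estimated correlation. The correlation of both changes against U2OS was 0.7036 and 0.6979 with U2OS arrays split, and the genes called the same way in both lines numbered 2571 and 2510 then, against 3760.

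Signs reversed as follows, and the cause was not tested. With the mean of probes CTDSP1 was -0.49 in CTDSP2 and -0.0468 between the lines, and CTDSP2 was 0.45 in CTDSP2 and 0.69 in CTDSP2pd. On Cy5 arrays CTDSP1 was -0.00827 in CTDSP2 and E2F7 -0.0528 in CTDSP2pd, and on Cy3 arrays CTDP1 was 0.0190 in CTDSP2pd. CTDP1 in CTDSP2pd was -0.24 without U2OS replicate 1, 0.0479 without U2OS replicate 2 and 0.00859 without CTDSP2pd replicate 4. With doxycycline, median centring gave 0.0114 for E2F7, 0.0370 for CCNE2 and 0.0232 for HSAE022612. Without U2OS replicates CTDP1 ranged from -0.24 (2) to 0.0418 (1), E2F7 from -0.12 (4) to 0.0174 (1), CCND1 from -0.00897 (4) to 0.0486 (1) and HSAE022612 from -0.0510 (2) to 0.0244 (3).

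A block for the slide was not run, since the files name no slide or scan date. Signal over background of 7.21 or more left the filters on dim probes little to remove.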

Other observations

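No test in this part was chosen after its result was seen. Between CTDSP2 and CTDSP2pd, the lists of ribosomal protein and ATF4 genes were called lower in CTDSP2. Of 68 ribosomal protein genes 42 were lower and 0 higher (47 and 0 adjusted over the list alone), with RPL3 at -0.67 ± 0.08, RPL29 at -0.55 ± 0.09 and RPS23 at -0.53 ± 0.08, and a median of -0.30 (camera adjusted p = 6.42e-11, but adjusted p = 0.205 with an estimated correlation). Calls were lost for RPL29 and RPS23 with median centring (adjusted p = 0.140 and 0.221) and for RPL3 without a dye term (0.148), each the highest of any alternative. Genes of the ATF4 and amino acid response were lower in 24 of 44 cases and higher in 2 (25 and 3 over the list alone), with the stress-response gene NUPR1 at -1.13 ± 0.12 (adjusted p = 3.50e-05) and a median of -0.30, or -0.18 with median centring (camera adjusted p = 3.95e-08, but adjusted p = 0.205 with an estimated correlation). The list was called higher in CTDSP2pd against U2OS, though not with an estimated correlation (adjusted p = 0.289), and was not called as a list in CTDSP2 against U2OS, where its median changed sign between scalings (up to 0.04 with the deposited ratios).

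The lists of cholesterol, histone and neuronal genes were called higher in CTDSP2 than in CTDSP2pd, none of them with an estimated correlation. Of 21 cholesterol biosynthesis genes 10 were higher, 2 lower and 9 did not pass (11 and 3 over the list alone), with SC4MOL, a sterol methyl oxidase, at 1.05 ± 0.14 (adjusted p = 0.000207) and HMGCS1, a synthase of the mevalonate pathway, at 0.83 ± 0.10 (list camera adjusted p = 0.0115, but adjusted p = 0.484 with an estimated correlation). Of 55 histone genes 23 were higher, 5 lower and 27 did not pass (25 and 5 over the list alone), with HIST2H2AA3 at 1.37 ± 0.09 (adjusted p = 1.49e-06) and a median of 0.16 (camera adjusted p = 0.000127, but adjusted p = 0.338 with an estimated correlation). Of 45 neuronal genes repressed by REST, a repressor that recruits small phosphatases of this family, 10 were higher, 1 lower and 34 did not pass (10 and 0 over the list alone; median 0.04, or 0.07 with median centring), with the stathmin gene STMN2 at 1.70 ± 0.24, SCG5 at 1.38 ± 0.17 and the neuropeptide gene VGF at 1.08 ± 0.12 (list camera adjusted p = 0.0449, but adjusted p = 0.305 with an estimated correlation). Matrix genes not called as a list included SPP1 (2.64 ± 0.12), TIMP1, an inhibitor of metalloproteinases (2.36 ± 0.10), and TNC (1.76 ± 0.11), each higher under every alternative.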
